A study of Mus musculus with 8 samples. Its data were reported in "A stromal Integrated Stress Response activates perivascular cancer-associated fibroblasts to drive angiogenesis and tumour progression" (2022).

How the data were processed

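Total RNA from lungs of 4 Atf4WT/WT and 4 Atf4Δ/Δ mice was amplified, biotin-labelled and hybridised by the study to Clariom D mouse arrays, a one-colour oligonucleotide platform whose features are transcript clusters, that is, sets of probes along a gene or a predicted transcript. The values deposited by the authors are log2 signals made by robust multi-array averaging (RMA) with default settings in Transcriptome Analysis Console 4, in which background is corrected, arrays are quantile-normalised and probes are summarised. The variant of RMA is not given in the sources used here. The log2 values range from 2.09 to 19.7, and 457 transcript clusters (0.693%) lie over 16 on every array, above what a 16-bit scanner can give, so the scale was stretched before or within RMA and fold changes are folds on this deposited scale. Quantile normalisation gives all arrays nearly the same distribution, so a change of most transcripts in the same direction would not show. Scanner files, scan dates and detection calls were not analysed here.

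Groups and replicate numbers came from the labels. The titles name biological replicates, and each array was taken as 1 animal. All 65956 transcript clusters were tested, without a filter on dim signals. Names came from the platform's annotation table, with symbols updated through gene identifiers to the GRCm38.p6 gene table, from which only names, biotypes and gene order were used, since no build is named for the arrays. Of the transcript clusters 31223 had 1 symbol, 1527 several and 33206 none. Of those with several, only the cluster of Aars and Exosc6 was named. The cluster with the highest mean signal stood for a gene, leaving 30675 genes. Of 166 named genes, 5 had other clusters, 7 in all, of which 1 differed in call and 0 in sign.

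Genotypes were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, Benjamini-Hochberg adjustment over all transcript clusters, no covariate). Changes are given as knockout minus wild-type on the log2 scale, and a cluster was called at an adjusted p of at most 0.05 and a fold above 1.5, the thresholds of the study's methods. Fixed gene lists were tested with camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 53 lists of at least 4 measured genes (27 pathway or study lists and 26 cell type lists; 690 of 770 members measured). Camera was repeated with an estimated correlation, and fry was run beside it. Counts adjusted over the list alone use the same limma p-values adjusted within a list, with the same fold minimum of 1.5, and the count at any fold is given where it differs. Enrichment among called genes used Fisher's exact test, one-sided for excess, over 30675 genes, and the collagen score an exact permutation test. The limma, fry and permutation p-values rest on the spread between animals of a group. Camera at the preset correlation and Fisher's exact test take genes as their units and do not measure that spread. In a simulation of 4 against 4 arrays on 65956 clusters, changes were planted only in clusters above the median signal, with independent noise per cluster. Of those changed by 1.5-fold, which is the fold minimum itself, 5 of 50 were recovered. Recovery was 40 of 50 for 2-fold changes, 49 of 50 for 3-fold and 48 of 50 for 4-fold, with 1 unchanged cluster called. These rates do not carry over to dim clusters or to noise shared between clusters.

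The thresholds, gene lists, tests and most alternatives were set before the data were examined. Named genes followed a rule fixed then: Atf4, the genes the study names for these lungs (of which Adamts2 and Fbn1 have no cluster with a single symbol), the 12 called genes with the largest fold in each direction apart from predicted genes, and the members with the smallest p of each list, 4 for lists that passed and 2 for the others. Rps19bp1, the other neighbours of Atf4, Xist and the cluster of Aars and Exosc6 lie outside it and were chosen after values were seen. Alternatives were median-centring or cyclic loess on top of RMA, filters on dim clusters, 1 cluster per gene, trend and robust eBayes, array weights, the methods' t-test (which the study names for comparisons of 2 groups in general, not for these arrays), sex as a covariate, males only, the replicate number as a block, each array left out in turn, and other thresholds. A small RNA score as a covariate was added after seeing the data. Figures were drawn with matplotlib 3.10.9.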

Results

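Gene expression was measured in lungs of 8 mice, 1 array per animal, 4 weeks after tamoxifen. Atf4 encodes a transcription factor of the integrated stress response, the programme by which cells adjust protein synthesis and amino acid supply under stress. In 4 mice the gene had been excised by a tamoxifen-activated Cre recombinase present in all tissues (Atf4Δ/Δ, here also knockout), and 4 mice carried intact alleles (Atf4WT/WT, here also wild-type). The mice were 13 weeks old, with 3 males and 1 female in each group. The comparison asks how loss of host Atf4 alters the lung before tumour cells reach it. Median log2 signal per array lay between 5.21 and 5.29, and the correlation of any pair of arrays across transcript clusters lay between 0.988 and 0.996. Xist, the transcript of the inactive X chromosome, read 15.62 and 15.23 in the arrays from females and at most 5.50 in those from males, matching the labelled sex. Arrays have no read depth, so the number of animals limits the precision.

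The targeted gene was lower in all 4 knockout lungs. Atf4 read 6.99, 8.03, 7.99 and 7.58 (log2) in wild-type replicates 1 to 4 and 6.34, 6.26, 6.48 and 6.38 in knockout replicates 1 to 4. It fell by 1.29 (SE 0.21, n = 4 and 4, adjusted p = 0.0485, limma), a 2.44-fold difference. Its transcript cluster spans the whole gene, so the remaining signal does not measure how much was excised. The array labelled wild-type replicate 1 stood apart: on a linear scale its Atf4 signal lay 70.8% of the way from the other wild-type arrays to the knockout mean. The same array differed at Cacna1i, a T-type calcium channel gene, which was the most strongly raised named gene in the knockout (3.77, SE 0.59, adjusted p = 0.0461, 13.6-fold). Cacna1i read 8.88 there, against 5.92 to 6.04 in the other wild-type arrays and 10.35 to 10.58 in the knockout. On chromosome order in the GRCm38.p6 gene table, Cacna1i is the second measured protein-coding gene after Atf4, with Rps19bp1 between them (-0.56, adjusted p = 0.0418, below the fold minimum). Of the 20 measured neighbours nearest to Atf4, 10 on each side, 1 was called, Cacna1i, and 4 had an unadjusted p under 0.05. Without the array labelled wild-type replicate 1, the Atf4 change was -1.51 (adjusted p = 0.00903) and the Cacna1i change 4.49. Leaving out any single one of the other 7 arrays ended both calls, with adjusted p between 0.0965 and 0.159 for Atf4 and between 0.0968 and 0.153 for Cacna1i.

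With all arrays, many more transcripts were called higher than lower in the knockout. Without the array labelled wild-type replicate 1 that imbalance shrank, to 145 higher and 121 lower. Of 65956 transcript clusters, 182 were called, 151 higher and 31 lower (83.0% higher), at an adjusted p of at most 0.05 and a fold above 1.5. Of these, 142 carry 1 gene symbol, 5 several and 35 none. A change above 2-fold was found for 80 of the higher and 11 of the lower clusters, and above 4-fold for 33 and 4. The strongest rise, 25.2-fold, was in a cluster without a symbol, and the strongest named fall was in Igkv8-21, an immunoglobulin light chain segment, at 6.66-fold. All 30 named called genes kept their sign in each of 8 fits that left out 1 array. Such fits have fewer animals, so a lost call alone does not show that the array left out drove a change. The count of calls moved with single arrays left out. It was 82 without wild-type replicate 2, 8 without wild-type replicate 3 and 8 without knockout replicate 1. It was 65 without knockout replicate 2 and 89 without knockout replicate 3. For the lower clusters alone, it was 121 without the array labelled wild-type replicate 1, 13 without wild-type replicate 4, 1 without wild-type replicate 3 or knockout replicate 1, 9 without knockout replicate 2 and 11 without knockout replicate 3. With males only it was 4, and a test of each cluster alone, without the variance that limma pools over clusters, called 0 after adjustment, with 7261 at an unadjusted p under 0.05 (7932 by limma). Of the 30 named called genes, Atf5 and Alas2 stayed called with males only and 0 by that test of each cluster alone. With sex as a covariate 20 stayed called, and Atf4, Cacna1i, Col1a2, Col5a2, Tubb1, Alox12, Itgb3, Itga2b, Ighv1-54 and Eng did not (adjusted p 0.0543 to 0.0748). With a small RNA score as a covariate, an alternative added after seeing the data, 21 stayed called, and Atf4, Col1a2, Col5a2, Col6a1, Col6a3, Alas2, Bpgm, Ighv1-54 and Eng did not (0.0692 to 0.117). Trend and robust limma ended the calls of Cacna1i, Tubb1, Alox12 and Alas2 (0.0541 to 0.0959), median-centring those of Col1a2, Col6a1 and Col6a3 (0.0508 to 0.0572), and array weights those of Itga2b (0.0535) and, by its fold, Col6a1.

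**Figure D1:**
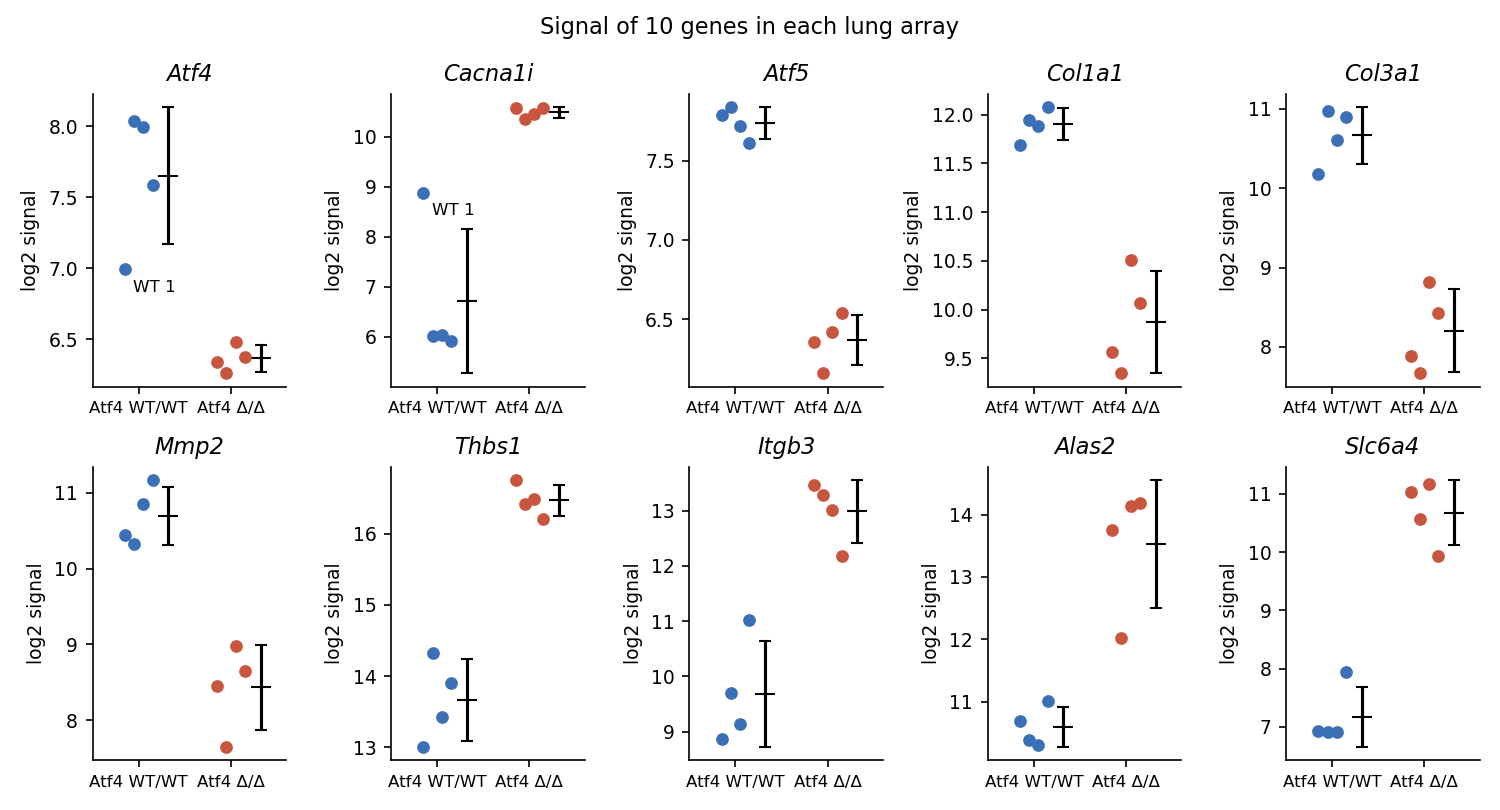
Log2 signal (vertical axes, a separate range per panel) of 10 genes in each of the 8 lung arrays, by genotype (horizontal axes), with the mean and SD (n = 4) as a bar beside the points. The array labelled wild-type replicate 1 is marked where it lies apart, at 6.99 for Atf4 and 8.88 for Cacna1i.

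Fibrillar collagen and matrix transcripts fell in the knockout lungs. Col3a1 fell by 2.46 (SE 0.26, adjusted p = 0.0133) and Col1a1 fell by 2.03 (SE 0.23, adjusted p = 0.0160, 4.08-fold). Col1a2 fell by 1.47, Col6a3 by 1.36, Col5a2 by 0.71 and Col6a1 by 0.63, all genes of interstitial collagens. Mmp2, a gelatinase, fell by 2.27 (SE 0.28, adjusted p = 0.0232), Ltbp2, a microfibril protein that resembles latent TGFβ binding proteins, by 1.05, and Cpxm1, a secreted carboxypeptidase-like protein, by 1.15. All 13 measured interstitial collagens were lower, 6 of them called and 7 adjusted over the list alone with the same fold minimum (12 at any fold), with a mean change of -0.86. Their mean log2 signal was 8.64 ± 0.13 (SD, n = 4) in wild-type and 7.77 ± 0.22 (SD, n = 4) in knockout lungs (difference -0.86, two-sided exact permutation p = 0.0286, the smallest that 70 assignments can give). The list shifted against all other genes (camera, adjusted p = 2.78e-14), and its adjusted p = 0.173 with an estimated correlation. Its members Col1a1, Col1a2, Col3a1, Col5a2 and Col6a3 were named by the study on these same lungs. Tests of the list are therefore not independent of the study's finding.

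Lists of basement membrane, collagen processing and elastic fibre genes moved the same way. Metalloproteinases and their inhibitors did not pass the test (mean 0.19). The 20 measured basement membrane genes all had lower means (mean -0.34, 0 called by limma, 17 at an unadjusted p under 0.05, 1 adjusted over the list alone (15 at any fold), with Lamc1 at -0.41 and Col4a1 at -0.66; camera adjusted p = 5.47e-12, adjusted p = 0.173 with an estimated correlation). Collagen processing and crosslinking enzymes had a mean change of -0.27 with 0 of 21 called, 13 at an unadjusted p under 0.05 and 3 adjusted over the list alone (11 at any fold), Loxl1, a lysyl oxidase, at -1.16 (camera adjusted p = 3.42e-06, adjusted p = 0.173 with an estimated correlation). Elastic fibre and microfibril genes had a mean change of -0.47 with 1 of 14 called, Ltbp2, and 6 adjusted over the list alone (9 lower and 1 higher at any fold), among them Fbln1 at -1.11 (camera adjusted p = 2.14e-05, adjusted p = 0.192 with an estimated correlation). Markers the study chose for cancer-associated fibroblasts in tumours had a mean change of -0.56 with 6 of 31 called and 11 adjusted over the list alone (16 lower and 1 higher at any fold, camera adjusted p = 1.1e-09, adjusted p = 0.246 with an estimated correlation). The study's list of lung matrix genes, picked on these lungs and therefore not independent evidence, had a mean change of -1.62 with 7 of 7 called and 7 adjusted over the list alone (camera adjusted p = 1.01e-12, adjusted p = 0.173 with an estimated correlation). By Fisher's exact test, genes called lower were enriched for this list (7 of 18), interstitial collagens (6 of 18) and the tumour fibroblast markers (6 of 18), adjusted p 6.66e-22, 1.46e-15 and 4.14e-13. The lung matrix list shares Col1a1, Col1a2, Col3a1, Col5a2 and Col6a3 with the collagens, and Col1a1, Col1a2, Col3a1, Col5a2 and Mmp2 with the tumour markers. Enrichment of the collagens and tumour markers is therefore not independent evidence either. Fibroblast markers had a mean change of -0.32 with 0 of 15 called by limma, 7 at an unadjusted p under 0.05 and 1 adjusted over the list alone (4 at any fold), with Dpt at -1.11 and Cd34 at -0.58 (camera adjusted p = 0.00494, adjusted p = 0.292 with an estimated correlation). The small RNA score, a mean over 1931 genes of snRNA, snoRNA and rRNA that is read here as a sign of RNA preparation, lay at 6.90 ± 0.26 in wild-type and 6.71 ± 0.09 in knockout lungs (SD, n = 4; two-sided exact permutation p = 0.257). Leaving out wild-type replicate 3 or knockout replicate 1 ended every gene call of the matrix genes named here (Col1a1 adjusted p = 0.0773 and 0.0723, Col3a1 0.0689 and 0.0671, Mmp2 0.0931 and 0.0950). Ltbp2 also lost its call without knockout replicate 2 (0.0714) and Cpxm1 without wild-type replicate 4 (0.0560). Col1a2 kept its call only without knockout replicate 3, Col5a2 and Col6a3 only without the array labelled wild-type replicate 1, and Col6a1 only without that array or knockout replicate 4, with adjusted p of 0.0548 to 0.158 in the other fits. No single array ended a shift among the lists named here.

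Platelet transcripts rose together in the knockout lungs. Tubb1, the platelet β-tubulin, rose by 3.64 (SE 0.52, adjusted p = 0.0368), Slc6a4, the serotonin transporter that loads platelets, by 3.50 (SE 0.31, adjusted p = 0.0103). Alox12, the platelet lipoxygenase, rose by 3.42, and Itgb3 by 3.30 and Itga2b by 2.06, which together form the fibrinogen receptor. F2rl2, a thrombin receptor of mouse platelets, rose by 2.96, Tuba4a, an α-tubulin, by 2.90, Bin2, a membrane-bending protein of blood cells, by 3.09, and Thbs1, thrombospondin, by 2.80 (SE 0.25, adjusted p = 0.0103). Apol11b, an apolipoprotein L family gene, rose by 3.54 and Slfn4, a Schlafen gene of myeloid cells, by 2.89. Both are outside the platelet list and are not counted here as platelet transcripts. In knockout replicate 3, Apol11b was at its highest (10.04) and Slfn4 at its lowest knockout value (7.81). All 9 measured platelet and megakaryocyte markers were higher, 3 called and 9 adjusted over the list alone, with a mean change of 2.52 (camera adjusted p = 2.24e-14, adjusted p = 0.192 with an estimated correlation). Mean platelet signal was 8.49, 9.11, 8.65 and 10.53 in wild-type replicates 1 to 4 and 10.98 to 12.15 in the knockout, so that wild-type replicate 4 lay nearest to the knockout. Leaving out wild-type replicate 3 or knockout replicate 1 ended each call named here (Slc6a4 adjusted p = 0.0527 and 0.0615, Thbs1 0.0527 and 0.0615, Bin2 0.0593 and 0.0671, Tuba4a 0.0732 and 0.0671). Tubb1, Itgb3 and F2rl2 also lost theirs without wild-type replicate 2 or knockout replicate 2 or 3 (0.0567 to 0.110). Apol11b lost its call without wild-type replicate 2 (0.0528) and Slfn4 without wild-type replicate 2 (0.0632) or 4 (0.0508) or knockout replicate 2 (0.0503). Itga2b kept its call only without wild-type replicate 4 or knockout replicate 4 and Alox12 only without wild-type replicate 4, with adjusted p of 0.0577 to 0.158 in the other fits.

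Red cell and neutrophil transcripts were higher as well. Alas2, the first enzyme of haem synthesis in erythroid cells, rose by 2.93 (SE 0.44, adjusted p = 0.0410). Bpgm, which makes 2,3-bisphosphoglycerate in red cells, rose by 1.25 (adjusted p = 0.0409). Ache, acetylcholinesterase, which is on neither the platelet nor the erythroid list, rose by 3.06 (SE 0.35, adjusted p = 0.0162). Ache was lowest in knockout replicate 4 (7.03), where the platelet mean was also lowest (10.98) and Alas2 was highest (14.19). The cell source of Ache was not tested. A second Ache cluster read 0.74 higher (adjusted p = 0.0566) and was not called. Slc4a1, the band 3 anion exchanger, read 3.70 higher with an adjusted p of 0.0501, just past the threshold. All 5 measured erythroid markers were higher, 2 called and 4 adjusted over the list alone (mean 1.72, camera adjusted p = 1.74e-07, adjusted p = 0.173 with an estimated correlation). Mean neutrophil signal was 7.26 to 7.81 in wild-type lungs, 8.03 in knockout replicate 3 and 9.18 to 10.38 in the other knockout lungs. All 15 neutrophil markers had higher means (mean 1.78), with 0 called by limma, 10 at an unadjusted p under 0.05 and 10 adjusted over the list alone (camera adjusted p = 9.72e-10, adjusted p = 0.246 with an estimated correlation). Among them Csf3r, the receptor for G-CSF, read 3.16 higher and S100a9, a calprotectin subunit, 2.96 higher. Called genes that were higher were enriched for platelet (3 of 124) and erythroid markers (2 of 124), adjusted p 0.000141 and 0.00341 by Fisher's exact test. The 3 platelet genes are Itgb3, Itga2b and Thbs1. Thbs1 is among the genes the study names for these lungs, so the platelet overlap is not wholly independent of the study. The call of Alas2 ended without any one array except knockout replicate 2 (adjusted p up to 0.145). The call of Bpgm ended without wild-type replicate 2, 3 or 4 or knockout replicate 1, 3 or 4 (up to 0.143), and the call of Ache without wild-type replicate 3 or knockout replicate 1 or 2 (up to 0.0773).

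**Figure D2:**
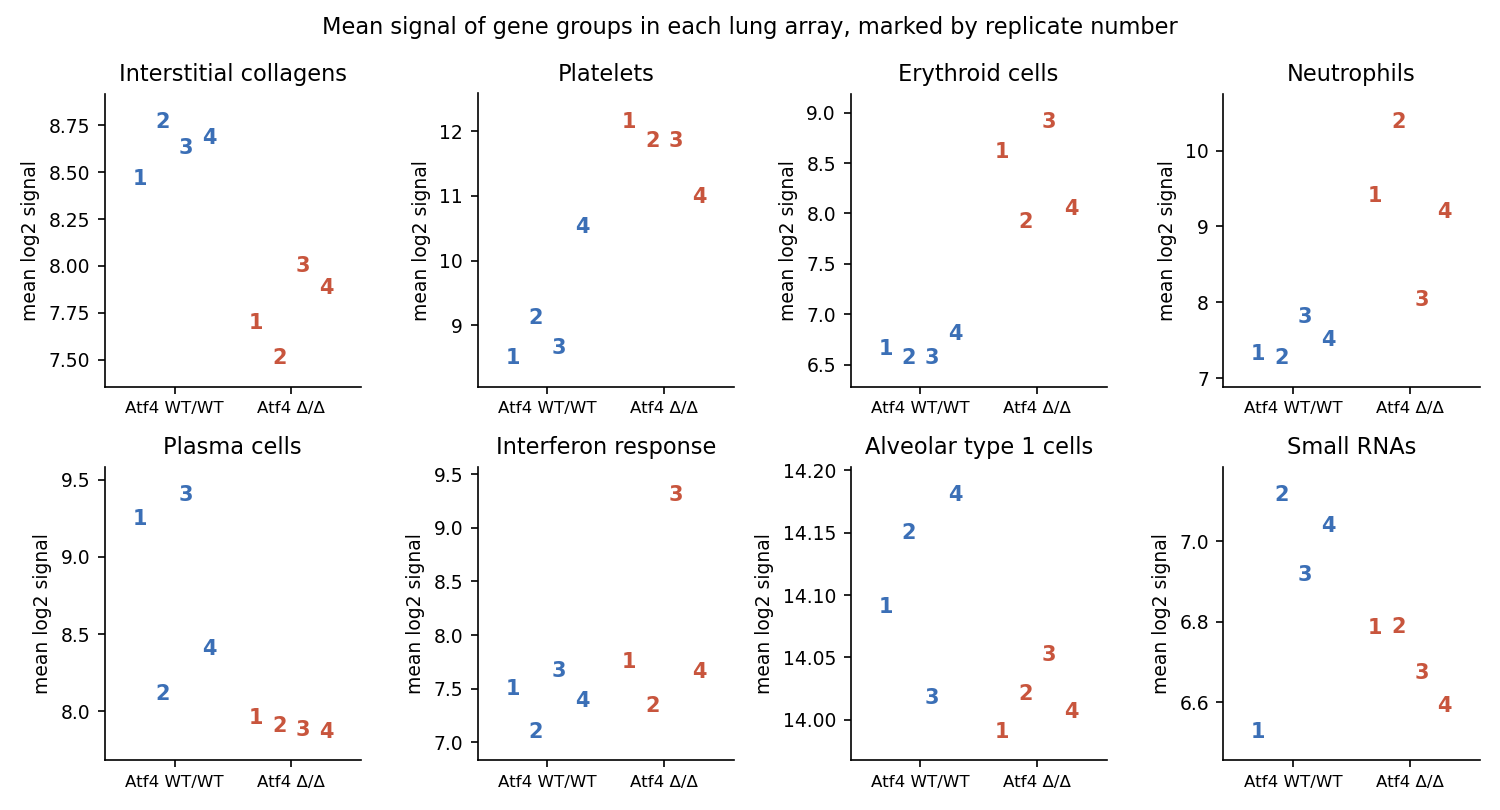
Mean log2 signal (vertical axes, a separate range per panel) of 7 gene lists and of small RNAs in each lung array by genotype (horizontal axes), each array drawn as its replicate number. Collagens run from 8.46 to 8.77 in wild-type and from 7.51 to 8.0 in knockout arrays, while small RNAs are lowest, at 6.53, in the array labelled wild-type replicate 1.

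Dendritic cell markers and 3 called immunoglobulin segments were lower in the knockout. Igkv8-21 fell by 2.73 (SE 0.36, adjusted p = 0.0277), Ighv1-54 by 1.6 (adjusted p = 0.0332) and Ighv8-14 by 0.85 (adjusted p = 0.0232), all variable segments of antibody genes, whose near-identical relatives can share probes. Plasma cell markers had a mean change of -0.89 and a median change of -0.36, with 0 of 9 called by limma, 3 at an unadjusted p under 0.05 and 2 adjusted over the list alone (3 at any fold, camera adjusted p = 0.00293, adjusted p = 0.360 with an estimated correlation). Jchain, the joining chain of secreted antibodies, read 12.19, 9.46, 12.51 and 10.47 in wild-type replicates 1 to 4 and 8.53 ± 0.28 (SD, n = 4) in the knockout, and Ighg2b, an antibody heavy chain, differed by -3.38 (SE 0.90, adjusted p = 0.192). Dendritic cell markers had a mean change of -0.61, with 0 of 9 called by limma, 6 at an unadjusted p under 0.05 and 6 adjusted over the list alone, Ccl17, a chemokine of these cells, at -1.22 (camera adjusted p = 4.12e-05, adjusted p = 0.249 with an estimated correlation). B cell markers had a mean change of 0.24, with 0 of 10 called, 1 at an unadjusted p under 0.05 and 0 adjusted over the list alone (camera adjusted p = 0.0315, adjusted p = 0.676 with an estimated correlation). That shift ended without the array labelled wild-type replicate 1 (0.172, mean 0.14), wild-type replicate 2 (0.160) or knockout replicate 1 (0.596, mean 0.05), and the mean was 0.37 without knockout replicate 4. It also ended with median-centring (0.0753), cyclic loess (0.0757), the replicate number as a block (0.0595), array weights (0.182, mean 0.13) and only clusters above the median (0.0793) or upper quartile (0.216). The B cell mean was 0.40 with the small RNA covariate. With males only, the dendritic mean was -0.40 and the plasma cell shift ended (0.0590). Each of the 3 segment calls ended without wild-type replicate 3 or knockout replicate 1, 2 or 3. Those of Igkv8-21 and Ighv1-54 also ended without knockout replicate 4, and adjusted p was at most 0.114 throughout.

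Of the genes that respond to ATF4 under stress, Atf5 alone was called among 23 measured. Atf5, a transcription factor of the same family, fell by 1.37 (SE 0.09, adjusted p = 0.00348), and it was the only one of 30 named called genes that stayed called whichever of the 8 arrays was left out. The stress target list as a whole had a mean change of -0.08 (camera adjusted p = 0.237), with 1 gene adjusted over the list alone (2 at any fold) and Nupr1, a stress-induced chromatin protein, at -0.44. For this list fry gave an adjusted p of 0.0499 for genes moving one way and of 3.54e-06 for genes moving in either direction. Aldh18a1, the first enzyme of proline synthesis from glutamate, was lower by limma at an adjusted p of 0.0396 (-0.56, SE 0.08) but below the fold minimum. The 4 proline synthesis genes had a mean change of -0.23 (camera adjusted p = 0.0560, fry adjusted p = 0.0279, 0 called), and 12 genes of serine, glycine and one-carbon synthesis -0.02 (adjusted p = 0.607, 0 called by limma). Amino acid transporters had a mean change of 0.05 (12 measured, adjusted p = 0.561). Aminoacyl-tRNA synthetases, which charge tRNAs, shifted by -0.21 with 0 of 16 called, 6 at an unadjusted p under 0.05 and 1 adjusted over the list alone (5 at any fold), Cars at -0.76 (camera adjusted p = 5.33e-05, adjusted p = 0.360 with an estimated correlation). A cluster that carries both Aars, another synthetase, and Exosc6 was called lower by limma (-0.61, adjusted p = 0.0329). It has several symbols and was therefore outside the list, and which gene it reads is not known. Chaperones of the endoplasmic reticulum (unfolded protein response) shifted by -0.14 with 0 of 18 called, 5 at an unadjusted p under 0.05 and 0 adjusted over the list alone (1 at any fold), Hsp90b1 at -0.40 (camera adjusted p = 0.0272, adjusted p = 0.487 with an estimated correlation). Cytosolic ribosomal proteins shifted by -0.13 with 0 of 13 called, 3 at an unadjusted p under 0.05 and 0 adjusted over the list alone (camera adjusted p = 0.0315, adjusted p = 0.650 with an estimated correlation). The chaperone shift ended without wild-type replicate 2 (0.0669, mean -0.09), wild-type replicate 3 (0.0584), knockout replicate 1 (0.0891) or knockout replicate 2 (0.177). The ribosomal shift ended without wild-type replicate 2 (0.136, mean -0.08), 3 (0.0509) or 4 (0.0580) or knockout replicate 3 (0.0555) or 4 (0.143). The chaperone shift also ended with array weights (0.0780) and males only (0.258). The ribosomal shift also ended above the upper quartile of signal (0.119), with males only (0.0746) and with the small RNA covariate (0.411, mean -0.04), which put the synthetase mean at -0.13.

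Vessel genes went both ways. Eng, endoglin, a TGFβ co-receptor of endothelium, rose by 0.69 (SE 0.10, adjusted p = 0.0418), and Vwf, von Willebrand factor, which endothelium and platelets both store, read 0.76 higher (adjusted p = 0.0813). Endothelial markers had a mean change of 0.11, 8 higher and 6 lower, with 1 of 14 called, and 2 higher and 1 lower adjusted over the list alone (5 and 2 at any fold, camera adjusted p = 0.0160, adjusted p = 0.462 with an estimated correlation). Lymphatic endothelial markers had a mean change of 0.36, with 0 of 6 called by limma, 3 at an unadjusted p under 0.05 and 2 adjusted over the list alone (3 at any fold), Lyve1, a hyaluronan receptor, at 0.79 (camera adjusted p = 0.00655, adjusted p = 0.246 with an estimated correlation). Mmrn1, multimerin, at 0.99, is also stored by platelets. The study's markers of vascular fibroblasts in tumours had a mean change of -0.13, with 0 of 21 called, 9 at an unadjusted p under 0.05 and 1 adjusted over the list alone (6 at any fold, camera adjusted p = 0.0145, adjusted p = 0.328 with an estimated correlation), and angiogenic factors -0.15 (17 measured, 0 called, camera adjusted p = 0.223), with Igfbp2 at -1.06. Pericyte markers had a mean change of -0.17 (9 measured, camera adjusted p = 0.0547). The Eng call ended without any one array except knockout replicate 4 (adjusted p up to 0.143). The endothelial shift ended without wild-type replicate 2 (0.0507) or 3 (0.0660, mean 0.07), and its mean was 0.19 without wild-type replicate 4. The vascular fibroblast shift ended without the array labelled wild-type replicate 1 (0.0958) or knockout replicate 2 (0.0960), above the upper quartile of signal (0.361, mean -0.07) and with males only (0.0801). The endothelial shift also ended with only clusters above the median signal (0.0509) or the upper quartile (0.105).

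Interferon-stimulated genes had the highest mean in knockout replicate 3. That mean log2 signal was 9.30 in that array and at most 7.75 in every other array. The list had a mean change of 0.60 with 0 of 18 called by limma, 3 at an unadjusted p under 0.05 and 2 adjusted over the list alone (camera adjusted p = 3.38e-05, adjusted p = 0.487 with an estimated correlation), and the shift ended without that array (0.0661, mean 0.17). The interferon mean was 0.94 above the upper quartile of signal and 0.91 with males only. Rsad2, viperin, read 10.62, 8.67, 12.52 and 9.98 in knockout replicates 1 to 4 and 6.56 to 7.07 in wild-type lungs (change 3.66, adjusted p = 0.0706). It was not called except without knockout replicate 2 (0.0462), and the change was 2.96 without knockout replicate 3 (0.0514; 0.0462 to 0.273 over 20 alternatives). Oasl2, of the oligoadenylate synthetase family, also read higher in all 4 knockout lungs than in any wild-type lung (1.09, adjusted p = 0.166, not called), while the groups overlapped for the other members. Oas3, an oligoadenylate synthetase outside the list and chosen after its values were seen, was called higher (0.75, SE 0.09, adjusted p = 0.0232). It kept its call without knockout replicate 3 (0.67, adjusted p = 0.0389) and lost it without wild-type replicate 2, 3 or 4 or knockout replicate 1 or 2 (0.0508 to 0.0844). Inflammatory cytokines and chemokines had a mean change of 0.29 with 0 of 19 called, 5 at an unadjusted p under 0.05 and 2 adjusted over the list alone, Il1b at 3.43 (adjusted p = 0.0876; for the list, camera adjusted p = 0.0223, adjusted p = 0.360 with an estimated correlation). Il1b read 12.38, 13.58, 10.02 and 11.64 in knockout replicates 1 to 4, where neutrophil markers averaged 9.40, 10.38, 8.03 and 9.18. The inflammatory shift ended without the array labelled wild-type replicate 1 (0.0601) or knockout replicate 3 (0.326) and with cyclic loess (0.0538), and its mean was 0.49 above the median signal and 1.04 above the upper quartile. Immediate early genes shifted by 0.14 (0 of 25 called, 8 at an unadjusted p under 0.05, 1 adjusted over the list alone, camera adjusted p = 0.00494, adjusted p = 0.356 with an estimated correlation), lost without the array labelled wild-type replicate 1 (0.0601). Their mean was 0.22 above the upper quartile of signal and 0.21 with the small RNA covariate. NRF2 targets and metallothioneins shifted by 0.23 (0 of 10 called, 3 at an unadjusted p under 0.05, 1 adjusted over the list alone, camera adjusted p = 0.00373, adjusted p = 0.246 with an estimated correlation), with Gsr, glutathione reductase, at 0.99. Their mean was 0.14 without knockout replicate 1 (camera adjusted p = 0.0479). Cholesterol and fatty acid synthesis genes shifted by 0.20 (0 of 14 called, 2 at an unadjusted p under 0.05, 0 adjusted over the list alone and 1 at any fold, camera adjusted p = 0.0021, adjusted p = 0.360 with an estimated correlation), with Elovl6 at 0.85. Glycolysis and hypoxia genes shifted by 0.13 (0 of 16 called, 5 at an unadjusted p under 0.05, 1 adjusted over the list alone and 3 at any fold, camera adjusted p = 0.0325, adjusted p = 0.462 with an estimated correlation), lost without wild-type replicate 3 (0.0630) or 4 (0.0638) or knockout replicate 1 (0.216). That shift also ended with median-centring (0.0529), cyclic loess (0.0550) and only clusters above the median signal (0.0720) or the upper quartile (0.243). Matricellular and adhesion genes had a mean change of -0.06 that came to 0.01 without knockout replicate 2 (0.286), with 1 of 20 called, Thbs1, opposite in sign to the list, and 1 higher and 1 lower adjusted over the list alone (1 and 5 at any fold, camera adjusted p = 0.0436, adjusted p = 0.410 with an estimated correlation). That shift also ended without the array labelled wild-type replicate 1 (0.129), wild-type replicate 3 (0.0539) or wild-type replicate 4 (0.0627), and the mean was -0.09 without knockout replicate 3. It ended with only clusters above the median signal (0.0940), trend and robust limma (0.0519) and array weights (0.119, mean -0.02). The mean was 0.05 above the upper quartile (0.360), 0.004 with males only (0.32), -0.03 with median-centring and -0.02 with cyclic loess.

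Most markers of the lung epithelium and of resident leukocytes did not pass the set test. Alveolar type 2 markers, which include the surfactant genes, had a mean change of -0.26, with 0 of 10 called, 7 at an unadjusted p under 0.05 and 0 adjusted over the list alone (7 at any fold), Abca3 at -0.41 (camera adjusted p = 0.00251, adjusted p = 0.462 with an estimated correlation). Without knockout replicate 3 their mean was -0.17. Mean changes were -0.09 for alveolar type 1 cells (camera adjusted p = 0.142), 0.02 for ciliated cells (0.649), -0.29 for club and goblet cells (0.991) and -0.11 for mesothelial cells (0.885), the last with an upward test although its mean and median were negative. They were -0.07 for T cells (0.638), -0.06 for NK cells (0.662), 0.07 for alveolar macrophages (0.795), 0.10 for interstitial macrophages and monocytes (0.638, median -0.04) and 0.12 for mast cells and basophils (0.260). Smooth muscle and myofibroblast markers differed by 0.20 (0.277) and heart muscle by 0.12 (0.621), skeletal muscle by 0.03 (0.370), fat by 0.19 (0.175), cartilage by -0.02 (0.691) and thymus and lymphoid stroma by -0.001 (0.741; median 0.03 and an upward test). Matrix metalloproteinases and their inhibitors differed by 0.19 (0.535), with Mmp2 the only 1 of 16 called and Mmp8, a neutrophil collagenase, at 3.24 in the other direction. Heat shock genes differed by -0.16 (0.400), p53 targets by 0.04 (0.400, median -0.0003), with Mdm2 at 0.39 (adjusted p = 0.0492, below the fold minimum). Cell cycle genes differed by -0.11 (0.0629) and clock output genes by -0.03 (0.795). In the 26 lists that did not pass camera, limma called Atf5 and Mmp2 among 292 members, 43 of them at an unadjusted p under 0.05. Adjusted over the list alone, those lists gave Atf5, 2 higher and 1 lower metalloproteinase list member, 1 higher and 1 lower marker of interstitial macrophages and monocytes, and 0 others past the fold minimum. At any fold, they also gave Nupr1, 1 more lower metalloproteinase list member, 2 lower pericyte markers, 2 lower proline synthesis genes, 1 lower alveolar type 1 marker, 1 higher heat shock gene and Mdm2. In all, 27 of 53 lists passed camera with a preset correlation and 0 with an estimated one, and 10 passed fry for genes moving one way, 8 of them among the 27. A two-sided exact permutation of the mean signal per array gave 0.0286 for most lists past camera. It gave 0.229 for interferon, 0.143 for cholesterol, 0.171 for immediate early genes and 0.171 for endothelial markers. For chaperones it gave 0.114, for ribosomal proteins 0.143, for B cells 0.429, for glycolysis 0.0571 and for matricellular genes 0.657.

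**Figure D3:**
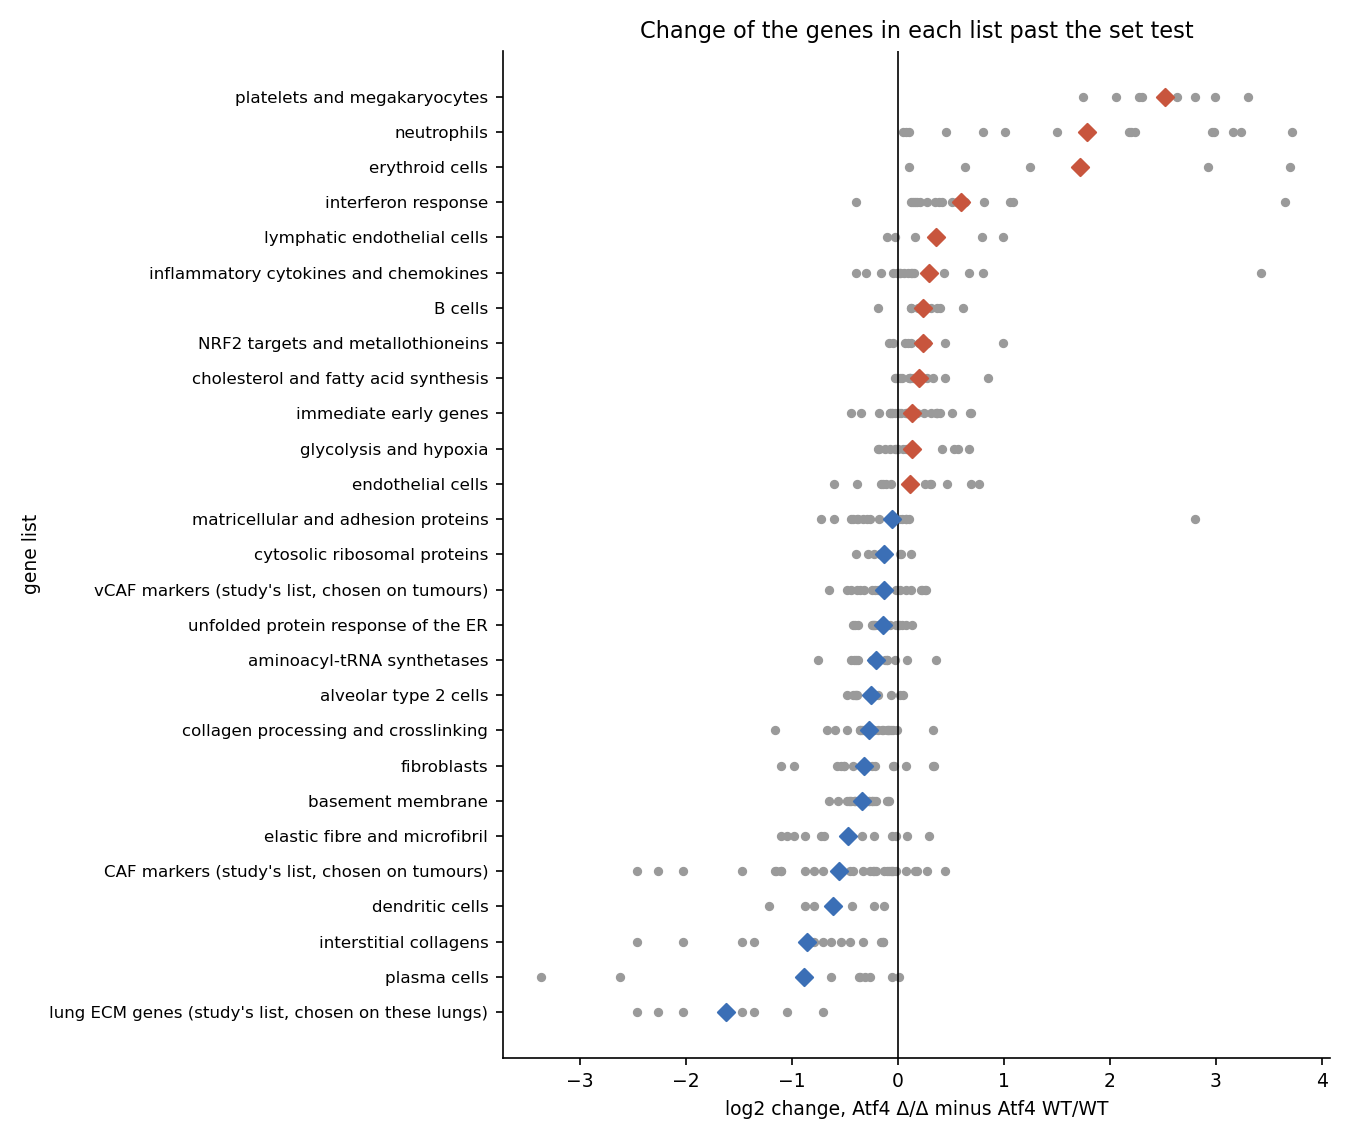
Log2 change, knockout minus wild-type (horizontal axis), of every measured gene (grey points) and the mean (diamonds, red for lists shifted up and blue for lists shifted down) of the 27 lists past the set test (vertical axis). Means run from -1.62 for the study's lung matrix list to 2.52 for platelets.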

Values the study reported

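For lungs of Atf4Δ/Δ mice compared with Atf4WT/WT, the study reported more than 170 differentially expressed genes, of which 21 were lower, Col1a1 among them.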

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

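The splits of the arrays were planned, while every other test in this part was chosen only after the result was seen, with bounds set then too. Standard errors of list means and of cluster excess in this part are taken over genes or clusters. They leave out the spread between animals, unlike the limma errors given above. The small RNA class was noticed only in these values, and the condition that Atf4 and Cacna1i shares match in a partly recombined sample was added after both were known. An array was singled out where its gap to the nearest of its group exceeded 0.83 of the group's range, which chance gives in about 1 in 20 groups: 27 of 332 groups of gene values and 10 of 106 groups of list means were singled out. Such values are given per array below, beside the other 3 arrays of the group.

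Platelet, erythroid and neutrophil markers were higher in the knockout lungs, and wild-type replicate 4 lay between the groups for platelets. Markers with the highest signal in their lists, which does not rank abundance between genes, read 13.67 and 16.47 for Thbs1, 10.6 and 13.53 for Alas2 and 11.36 and 14.33 for S100a9 (wild-type and knockout means). With the small RNA score as a covariate all 3 lists still passed camera, and the smallest mean change, that of erythroid markers, was 1.72 (SE over genes 0.70). The score differed little between genotypes (6.90 and 6.71, two-sided exact permutation p = 0.257), and it was not tested as a measure of RNA preparation. RNA preparation as a source is therefore not decided by this test. Knockout replicates 1 to 4 read 12.15, 11.84, 11.86 and 10.98 for platelets and 8.61, 7.91, 8.91 and 8.04 for erythroid cells. They read 9.40, 10.38, 8.03 and 9.18 for neutrophils. The 3 lists thus ranked these arrays differently, which more blood of the same makeup in every lung would not give. More blood left in the vessels of the knockout lungs may still account for the higher group means. T, B and NK cell markers, whose cells also circulate, had a mean change of only 0.041 (SE 0.0434, 29 genes, bound 0.860). How much of the lymphocyte signal comes from cells resident in the lung is not known from these data, so more blood and a change in blood cell production with genotype cannot be told apart. The paper reports that haematocrit fell transiently after global loss of ATF4 and had fully recovered by an age that it states. The mice used here were 13 weeks old, which is younger than that age. Haematocrit is not given for these animals, so whether it was still low in them is not known.

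Collagen and matrix transcripts were lower in the knockout lungs. Dilution of lung RNA by blood RNA is argued against, because alveolar, ciliated and endothelial markers had a mean change of -0.039 (SE over genes 0.0433, 43 genes), well above the bound of -0.432. With the small RNA score as a covariate the collagens still had a mean change of -0.821 (SE over genes 0.204), which, as for the blood cell lists, does not decide on RNA preparation. Fewer fibroblasts and less matrix transcription per fibroblast cannot be told apart: the 11 of 15 fibroblast markers on no matrix list had a mean change of -0.266 (SE 0.126), and its interval includes the bound of -0.432. An earlier version that also dropped Dpt, Npnt and Col13a1 after their values were seen gave -0.136 (SE 0.123, 8 genes), so the choice of markers decides this test, and lower transcription in the knockout stays a hypothesis.

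The array labelled wild-type replicate 1 read Cacna1i at 8.88, against 5.92 to 6.04 in the other wild-type arrays, and on the first principal component (31.9% of the variance) it lay at -14.1, nearer to the knockout arrays (-28.4 to -23.5) than to the other wild-type arrays (29.9 to 52.2), but on the second (23.5%) it lay at -60.3, apart from both groups. Knockout RNA mixed into it is argued against by the clusters called higher without it, whose median excess was 0.105 (SE 0.0300, 144 clusters) against 0.335 for a mixture, although clusters called lower went further than a mixture would (-0.627 against -0.198), with 46 of 120 beyond the knockout mean and 36 of 120 small RNAs. A knockout array with a wild-type label was tested first on all 264 clusters called without it, and 57.6% lay nearer to wild-type, which did not decide. That share was 81.2% for clusters called higher and 29.2% for clusters called lower. A second test chosen afterwards on 42 collagen, platelet, erythroid and neutrophil genes gave 90.5%, which argues against that label error for these genes alone. On the first component and in its small RNA score the array lay nearer to the knockout (6.53, against 6.59 to 6.79 in knockout and 6.92 to 7.11 in other wild-type arrays for the score). Recombined Atf4 in part of that animal's cells would need a floxed allele under a wild-type label, as the study's controls carry none, and is left open, since Atf4 lay 0.591 below the lowest other wild-type array (range of those 0.451), but its shares of the way to the knockout, 70.8% for Atf4 and 29.7% for Cacna1i, differ, and Atf4 was among the values that prompted the idea. No other biological explanation was tested for this array.

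The call count was set against the 35 splits of the 8 arrays into 4 and 4. Only 1 split, the real one, gave 182 called clusters, the highest other giving 4. A share of 1 in 35 is the smallest that these splits can give. Every other split mixes the genotypes, which widens the spread within its groups and lowers its count. The real split thus ranked first, but chance is not excluded for that count. For the number of shifted lists, 4 splits, the real one included, gave at least the real 27, the highest other giving 28, so chance is not excluded there either.

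In the array labelled wild-type replicate 1, besides Cacna1i, Cd34 read 12.23 (others 12.60 to 12.66), the vascular fibroblast list 10.16 (10.10 to 10.11) and the p53 target list 8.81 (8.60 to 8.62). In wild-type replicate 2, Cpxm1 read 7.42 (7.63 to 7.65), Ndrg1 8.40 (7.92 to 8.0), Upk1b 12.70 (11.86 to 12), Scgb3a2 14.28 (13.65 to 13.73), the heat shock list 11.42 (10.54 to 10.65) and the fibroblast list 10.94 (10.77 to 10.78). In wild-type replicate 3 the basement membrane list read 9.69 (9.81 to 9.83). In wild-type replicate 4, Tubb1 read 12.27 (9.82 to 9.91), Apol11b 5.54 (5.23 to 5.26), Slc6a4 7.95 (6.91 to 6.93), Alox12 11.59 (9.11 to 9.29), Gp6, a platelet collagen receptor, 9.05 (7.03 to 7.15), Epb42 4.82 (4.87 to 4.88), Ccn4 5.45 (5.13 to 5.18) and the tumour fibroblast list 10.26 (10.24 to 10.24).

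In knockout replicate 1, Mt1 read 15.10 (14.41 to 14.52), Adm 7.76 (7.04 to 7.10), Scgb1a1 19.56 (19.59 to 19.59) and the proline synthesis list 7.88 (7.81 to 7.82). In knockout replicate 2, Col4a1 read 9.80 (10.17 to 10.22), Dpt 11.59 (12.84 to 13.10), Sparcl1 16.13 (16.34 to 16.36), Mylpf 4.17 (4.06 to 4.08) and the basement membrane list 9.32 (9.48 to 9.50). In knockout replicate 3, Aldh18a1 read 6.07 (5.87 to 5.90), Oasl2 10.67 (9.51 to 9.60), Napsa 11.35 (11.88 to 11.90), the alveolar macrophage list 8.70 (9.42 to 9.56) and the mast cell and basophil list 6.32 (6.50 to 6.53). In knockout replicate 4, Tubb1 read 13.53 (14.24 to 14.37), F2rl2 9.59 (11.20 to 11.25), Cidea 5.3 (5.04 to 5.08) and Fabp1 5.90 (5.09 to 5.2).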

How the results depend on the processing

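The small RNA covariate was chosen after seeing the data, and the other alternatives before. Over the alternatives, 2948 of 3230 values of named genes (Oas3, chosen after its values were seen, among them) kept their direction and side of the threshold, 241 were weaker, 36 stronger and 5 reversed, and of 511 values of shifted lists 458 kept both and 53 were weaker. Where no construction is named, the cause was not tested.

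Under the methods' t-test, which the study names for comparisons of 2 groups in general and not for its arrays, 0 clusters were called (0 higher, 0 lower; 7261 at an unadjusted p under 0.05, lowest adjusted p 0.141). There Atf4 (-1.29, adjusted p = 0.236) and Col1a1 (-2.03, 0.189) lost their calls, and camera has no value. Over 19 alternatives for Atf4 and 20 for Col1a1 the adjusted p ran from 0.00903 to 0.301 for Atf4 and from 0.0109 to 0.189 for Col1a1. With the replicate number as a block 0 were called (0 higher, 0 lower; limma, 7694 at an unadjusted p under 0.05), Atf4 (-1.29) had 0.155 and Col1a1 (-2.03) 0.103, with 29 lists shifted. Same-numbered arrays did not deviate together (r = -0.0496, 0.0545, 0.0204 and -0.223), so the numbers are not a pairing. With males only, fewer animals, 4 were called (3 higher, 1 lower), with Atf4 at -1.14 (0.301) and Col1a1 at -1.86 (0.148). With sex as a covariate Atf4 (-1.29) had 0.0717 and 126 were called. With the small RNA covariate 162 were called (104 higher, 58 lower; 105 shared) and Atf4 (-1.03) had 0.0692.

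Leaving out 1 array gave 8 to 266 called clusters, 7 to 147 higher and 1 to 121 lower, Atf4 from -1.51 to -1.16, Col1a1 from -2.24 to -1.85 and 22 to 29 lists. The count of 8 was reached without wild-type replicate 3 and without knockout replicate 1, and Atf4 kept its call only without the array labelled wild-type replicate 1. By construction, 47 were lower with no fold minimum, 91 (80 and 11) were called above 2-fold and 315 (254 and 61) at an adjusted p of at most 0.1. Estimated correlation left 0 lists and fry 10. The upper-quartile filter removed Atf4. The collagen score ran from -0.94 to -0.75, with p = 0.0286 except for males only (0.1) and sign flips over pairs (0.125), exact tests at the smallest p they allow. Heart muscle genes that passed no test reversed: Myl4 to 0.0115 and 0.0148 without the array labelled wild-type replicate 1 and without knockout replicate 2. Tnnt2 went to -0.108, -0.165 and -0.184 without wild-type replicate 4, without knockout replicate 1 and with the small RNA covariate. Leaving out 1 array, Myl4 ran from -0.299 to 0.0148 and Tnnt2 from -0.165 to 0.825. Median-centring and loess moved the median change of all clusters from -0.0298 to -0.0042 and -0.000577. Signal over background was not given, so dim genes have no stated limit.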

Other observations

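The genes in the next paragraph were chosen after their values were seen, from among the called clusters with 1 symbol, and nothing in this part was planned.

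These genes are on no list, and no test of a common theme was run on them. Called higher were the transcription factors Gata1 by 0.98, Gfi1b by 0.97, Nfe2 by 1.06 and Lyl1 by 1.55, all active in blood cell precursors, and the platelet purinergic receptors P2rx1 (2.53) and P2ry1 (1.5), P-selectin Selp (1.76), clotting factor F13a1 (1.86), the integrin activator Fermt3 (2.41) and thromboxane synthase Tbxas1 (1.06). Fech, which inserts iron into haem, was higher by 1.74, and Slc25a37, the mitochondrial iron carrier, by 1.34. Called lower outside the lists were Ppic, a cyclophilin (-0.81), Hepacam2 (-0.69), Ism1, isthmin (-0.67), and Scarf2, a scavenger receptor (-0.64). With wild-type replicate 3 or knockout replicate 1 left out, 8 of the 182 called clusters stayed called.

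The 1931 small RNA genes separated the arrays in another way than genotype. Their mean was 6.53 in the array labelled wild-type replicate 1, 6.92 to 7.11 in the other wild-type arrays and 6.59 to 6.79 in the knockout. With all arrays limma called 0 of them, whereas without the array labelled wild-type replicate 1 it called 32, all lower in the knockout.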
